A study of Drosophila melanogaster with 9 samples. Its data were reported in "Lint‐O cooperates with L(3)mbt in target gene suppression to maintain homeostasis in fly ovary and brain" (2022).

How the data were processed

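RNA-seq was performed on 9 Drosophila melanogaster libraries, 3 each for the groups that the labels call yw, L(3)mbt mutant and Lint-O mutant. The labels give the material as brains of L3 larvae (the last larval stage), reared at 29 °C for 5 to 6 days after egg laying at 25 °C. Per the labels, poly-A-selected mRNA was taken into library preparation. The study's methods add that a stranded mRNA kit was used. They also state that ribosomal RNA reads were set aside and that HISAT2 aligned the rest to the dm6 genome. The deposited table holds raw whole-number read counts per gene, 1 column per library, with no normalization and no pooling of replicates by the authors. The counting program, its annotation and its use of strand are not stated. Columns were assigned to samples by the column names given in the sample descriptions, and all 9 columns were assigned. In those descriptions the columns of the yw group carry the name EGFP.

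The table lists 17611 genes by FlyBase identifier. Ensembl's annotation of the BDGP6 assembly, which has dm6 coordinates, gave a symbol and position for 17559 of them, and 52 identifiers were not found. Of the genes in the table, 13947 are protein-coding. Coordinates are 1-based. No sequence of the genome was used here, so base composition was not examined.

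How reads in overlapping genes were counted can be read from the table. Of 343 protein-coding genes whose exons are covered over more than 99% by exons of other genes on the same strand, 337 had no count in any library. All 74 genes covered over more than 99% on the opposite strand only also had none. Of these covered genes, 76 overlap a gene with a mean of at least 50 normalized counts, on the strand in question, and all 76 had no count. Of 9163 genes with no overlap, 1400 (15.3%) had none. Of the 6 covered genes with counts, CG5687 had a mean of 4904 normalized counts, and the gene that covers it is not in the table. The other 5, whose partners are in the table, had means of at most 5.01. Reads in exons shared by 2 genes of the table were therefore left out of the counts whatever the strand, and a gene with overlap is measured only through its remaining exon sequence. For armi (99.59% covered) and Myb (99.15%) this leaves almost nothing to measure.

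Total counts ran from 18681293 to 31519287 per library. A gene with no count in a library can still be present at up to 3 counts, which corresponds to 0.0952 to 0.161 CPM (counts scaled to equal library totals) depending on the library. Fold changes against a group whose 3 libraries were all at or under 3 counts are given as lower bounds, computed against a level of 3 counts. The reads carry no molecular identifiers, so these floors cover counting error only.

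The following choices were made before the data were examined: the groups, the tests, the gene lists, the rule for naming genes and all alternatives but one. The main test used DESeq2 with a threshold of 0.01, as the study's methods do. The further settings were chosen here, since those methods do not spell them out. DESeq2 1.42.0 (R 4.3.3) was run with median-of-ratios size factors and 1 coefficient per group over all 9 libraries. A two-sided Wald test was used, with default Cook's cutoff and independent filtering, and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.01 with no minimum fold change. Genes without an adjusted p were counted as not tested. The contrasts were each mutant against yw and the mutants against each other. Each fold change is given with its standard error (SE), and each group as mean ± SD of normalized counts with n = 3. CPM values were computed here from the counts and the library totals.

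Calls of both mutants were compared by a one-sided Fisher's exact test over the genes tested in both, and 1e-300 was the smallest p printed. Fold changes were correlated over genes with a mean normalized count of at least 10. Both comparisons share the same yw libraries, so 20 data sets with 3 unchanged groups were simulated from the yw means and the fitted dispersions, and each was analysed in the same way. The difference in size between the effects of the mutants was the median, over genes called in the mean of both mutants, of the L(3)mbt fold change minus the Lint-O fold change, with the sign set so that a positive value is a larger effect in the L(3)mbt mutant. Principal components were computed from log2(normalized count + 1).

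The germline piRNA list held 13 genes: vas, aub, AGO3, qin, tej, Boot, Kots, piwi, spn-E, krimp, SoYb, vret and nxf2. The first 7 were listed from the study's work on cultured ovarian somatic cells. The last 6 were named by the study from these libraries, as genes raised in both mutants. The study also named vas, aub and tej from these libraries. For all of those genes a test on the same libraries is not independent evidence. For the other genes of the first 7, independence rests on these libraries being other material than the cultured cells, as the labels state. The list was tested with camera (limma 3.58.1) at its preset correlation, with camera at an estimated correlation, and with fry. A further list held 16 genes of somatic piRNA factors, nanos, Hippo pathway targets, known L(3)mbt co-factors and neighbours of aub and vas. Marker lists were set up for neuroblasts, neurons, glia, ovarian somatic cells, fat body, imaginal discs, larval testis and germline, male dosage compensation and female-specific genes. The percentile of a marker list's median fold change was taken among 10000 random lists of the same size drawn from genes of nearby rank in mean expression (within 200 ranks), over list members with a mean normalized count of at least 10.

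Besides the mutated and listed genes, the text names the 5 most raised and the 5 most lowered genes shared by both mutants, ranked by the smaller of their absolute log2 fold changes. These had to be called in both mutants, have a mean normalized count of at least 50, and have all 6 mutant libraries beyond all 3 yw libraries. Between the mutants, the 3 genes at each end of the fold change were named, with the same minimum count and no overlap between the libraries of the mutants.

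The alternatives were edgeR's quasi-likelihood test (edgeR 4.0.16), TMM factors and total counts in place of the size factors, a filter of 10 counts in at least 3 libraries, fits with only the groups compared, the replicate number as a block, no Cook's cutoff or independent filtering, an adjusted p under 0.05, an absolute log2 fold change of at least 1, a mean count of at least 100 for the correlation, the 7 piRNA genes from cultured cells alone, and leaving out each library in turn. A fit of protein-coding genes alone was added after seeing the data. The scripts were first tested on simulated data with 200 genes changed 2-fold among 17611. DESeq2 recovered 88.0% and 89.0% of them for the 2 mutants, with 7 and 3 unchanged genes called among 12355 tested, and edgeR recovered 88.0% and 89.5%, with 1 and 4 among 8784. The changed genes had the same change in both mutants and were drawn only above a minimum mean count in yw. Recovery of genes with fewer counts was therefore not tested. Figures were drawn with matplotlib 3.10.9. No gene ontology annotation was used here.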

Results

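Poly-A-selected RNA was sequenced from 9 libraries labelled as larval brain, 3 each of yw, of an L(3)mbt mutant and of a Lint-O mutant. The yw strain was the wild-type control of the study. L(3)mbt is a chromatin-binding protein named after the malignant brain tumours of its mutants, and Lint-O is the protein that the study isolated as its partner. Libraries and groups are called by their labels throughout. Total counts were 21901114, 20275676 and 31519287 in yw replicates 1 to 3, 24947001, 21675315 and 27971416 in the L(3)mbt mutant, and 23442185, 21700974 and 18681293 in the Lint-O mutant. Of the 17611 genes in the table, 13869 had a count in at least 1 library, and 11154 to 11887 had one in any given library. The 10 most abundant genes took 5.52% to 6.21% of the counts. Replicates of a group differed by more than counting noise in every pair, with a chi-square per degree of freedom of 4.50 to 19.0, so all were kept as separate samples. Spearman's rho between replicates, across genes, was 0.994 to 0.997. Over 8933 genes, the first principal component held 77.1% of the variance and ordered the groups as yw, Lint-O mutant and L(3)mbt mutant. The next component held 8.95%.

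**Figure D1:**
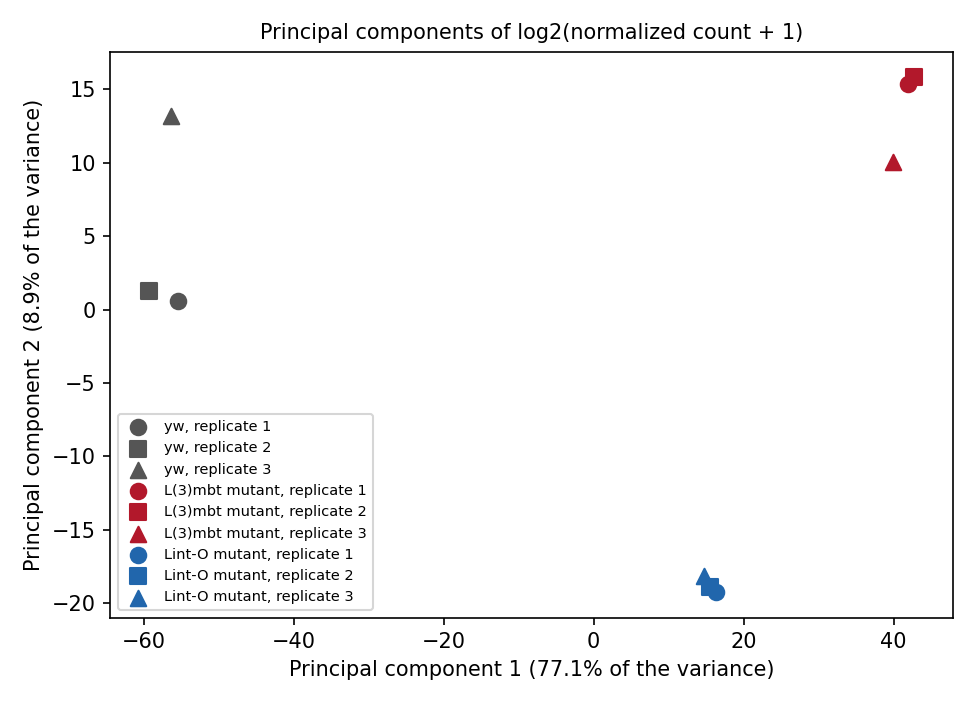
Each point is 1 library, placed by its first 2 principal components of log2(normalized count + 1), with colour for the group and marker shape for the replicate number. The first axis (77.1% of the variance) separates yw from both mutants, and the other axis (8.95%) separates the mutants and sets yw replicate 3 apart from yw replicates 1 and 2.

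The mutated genes were examined first in all libraries. l(3)mbt (FBgn0002441, BDGP6 chromosome 3R from 27266326 to 27273273, minus strand) had 3204 ± 252 normalized counts in yw, 1795 ± 98.5 in the L(3)mbt mutant and 4222 ± 284 in the Lint-O mutant (SD, n = 3 each). Its log2 fold change against yw was -0.84 (SE 0.07, DESeq2 with Benjamini-Hochberg adjustment, adjusted p = 1.08e-27) in the L(3)mbt mutant and 0.40 (SE 0.07, adjusted p = 8.11e-07) in the Lint-O mutant. Lint-O (FBgn0024993, chromosome X from 2698701 to 2701033, plus strand) had 506 ± 4.24 normalized counts in yw, 576 ± 4.10 in the L(3)mbt mutant and 84.1 ± 4.44 in the Lint-O mutant. It was lower in the Lint-O mutant by a log2 fold change of -2.59 (SE 0.13, adjusted p = 2.52e-83 by DESeq2) and was not called in the L(3)mbt mutant (0.19, SE 0.10, adjusted p = 0.122). Both mutated genes were lower in their own mutant under every alternative run.

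Marker genes were then used to see which cell types the libraries represent. Of the 19 neural genes, 9 were under 1 CPM in all 9 libraries, where 1 CPM stands for 18.7 counts in the smallest library. These were dpn, ase, grh, klu, nSyb, brp, Syt1, fne and repo, and their highest value in any library was 0.853 CPM. By list, the genes under 1 CPM in all libraries were 4 of the 7 neuroblast genes, 4 of the 7 neuron genes and 1 of the 5 glia genes. Another 6 neural genes exceeded 10 CPM in all libraries (insc, elav, Syx1A, cac, moody and loco). All 4 ovarian somatic genes were above 10 CPM in all libraries: tj had 403 to 623 CPM, fs(1)Yb 138 to 166, Fas3 16.3 to 36.5 and the piRNA cluster transcript flam 11.2 to 32.9. All 4 fat body genes and all 4 imaginal disc genes were under 1 CPM. Of the 9 testis and germline genes, 5 were under 1 CPM in all libraries and none exceeded 10 CPM in all of them. Among the female genes, Sxl had 368 to 436 CPM, and Yp1 and Yp2 stayed at or under 0.268 CPM. Among the dosage compensation genes, roX1 had 12.5 to 34.6 CPM, msl-2 13.5 to 30.5 and roX2 0.0317 to 1.16.

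**Figure D2:**
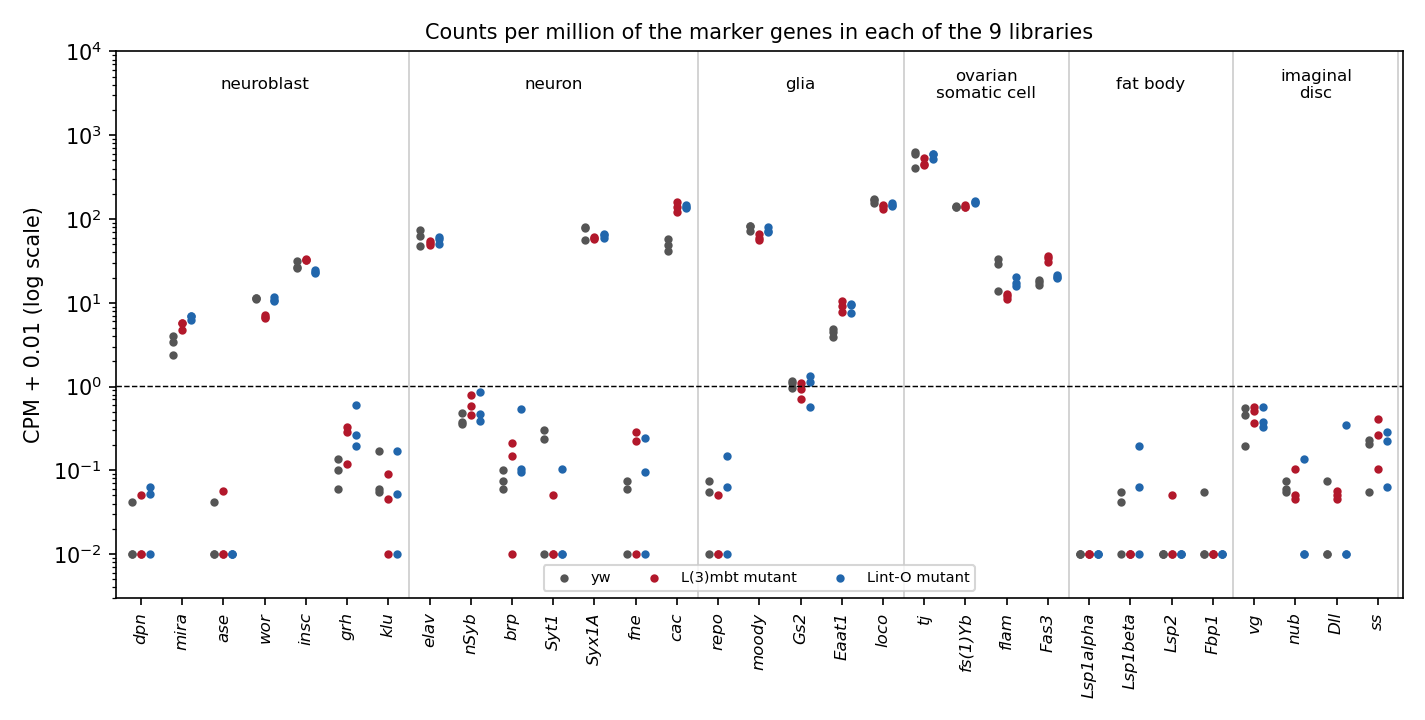
Each point is the CPM of a marker gene in 1 library, plus 0.01 so that 0 can be drawn, on a log axis, with genes grouped by cell type and coloured by group, and the dashed line marks 1 CPM. The 4 ovarian somatic genes lie above 10 CPM in all 9 libraries, and 9 of the 19 neural genes lie under 1 CPM in all of them.

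The marker lists were also compared between groups. Their median log2 fold changes in the L(3)mbt and Lint-O mutants were 0.17 and -0.10 for 3 neuroblast genes (percentiles 63.5 and 20.1 among 10000 random lists of like expression), 0.10 and 0.15 for 4 neuron genes (percentiles 78.0 and 84.98), -0.29 and -0.14 for 4 glia genes (percentiles 3.87 and 9.98) and -0.14 and 0.09 for the 4 ovarian somatic genes (percentiles 26.6 and 86.1). For 3 testis and germline genes the medians were 1.46 and 1.01 (percentiles 91.6 and 90.1), and for the 3 dosage compensation genes 0.52 and 0.83 (percentiles 86.7 and 95.1). Members of a list went both ways, so a median near 0 does not describe them. In the L(3)mbt mutant, cac was called higher and Syx1A lower (log2 fold changes 1.45 and -0.32), Fas3 higher and flam lower (0.89 and -1.13), and roX2 higher and msl-2 lower (3.29 and -0.99). For flam, 22.05% of the exons are shared on its strand and 52.69% lie opposite other genes, so only the rest was measured. Too few fat body, imaginal disc and female genes had a mean of 10 normalized counts for a median.

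To ask which genes respond to each mutation, each mutant was compared with yw. In the L(3)mbt mutant, 1936 genes were higher and 1344 lower of 10687 tested at a DESeq2 Benjamini-Hochberg adjusted p under 0.01. In the Lint-O mutant, 1396 genes were higher and 784 lower of 10422 tested. Raised genes changed more than lowered ones: the median absolute log2 fold change of the called genes was 1.26 against 0.34 in the L(3)mbt mutant and 1.16 against 0.30 in the Lint-O mutant. These sizes were not compared at like expression. The median yw level was 89.3 normalized counts for genes higher in both mutants and 2092 for genes lower in both. A requirement of a 2-fold change moved these counts most and left 1082 higher and 74 lower genes in the L(3)mbt mutant and 769 higher and 25 lower in the Lint-O mutant. The share of higher genes among all calls was 59.0% in the L(3)mbt mutant and 64.0% in the Lint-O mutant, and with total counts as size factors it was 71.2% and 77.9%. Without Lint-O mutant replicate 2, only 500 genes were lower in the Lint-O mutant.

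The study asked whether both proteins act on the same genes, so the calls were overlaid. Of 10422 genes tested in both comparisons, 1226 were higher in both mutants where 259 would be expected if the calls were independent, and 533 were lower in both where 101 would be expected. The odds ratios were 84.8 and 23.1 (one-sided Fisher's exact test, p = 1e-300 for each, the smallest printed, with genes that are not independent replicates). The shared genes made up 87.8% of those higher in the Lint-O mutant and 63.4% of those higher in the L(3)mbt mutant. Only 3 genes were higher in the L(3)mbt mutant and lower in the Lint-O mutant, and 11 were the other way round. The protein-coding genes among the shared ones numbered 1175 higher and 522 lower. Across 8933 genes, the fold changes of the mutants had a Pearson's r of 0.920 and a Spearman's rho of 0.722. Because the comparisons share their yw libraries, 20 simulations without any effect gave a mean r of 0.493 (0.309 to 0.536) and a rho of at most 0.475, with at most 2 genes higher in both and 1 lower in both. With a minimum fold change of 2 in each mutant, 730 genes were higher in both and 17 lower in both. Those 730 genes had a median yw level of 21.3 normalized counts, and 34.2% of them were under 10, against a median of 551 over all 10399 genes with complete values.

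**Figure D3:**
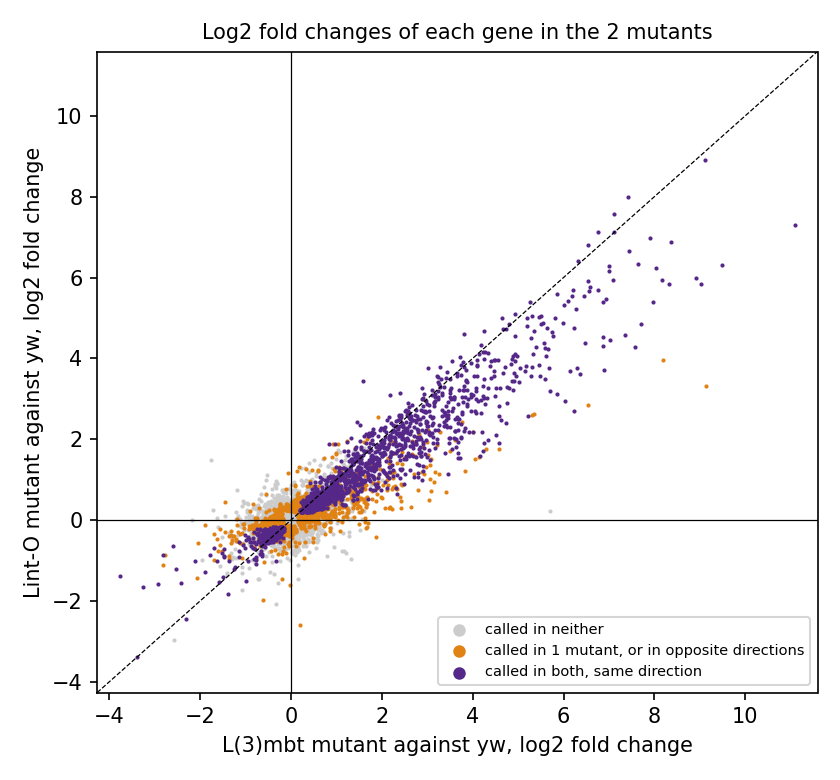
Each point is 1 gene, with its log2 fold change against yw in the L(3)mbt mutant (x axis) and in the Lint-O mutant (y axis). Colour shows whether the gene was called in both mutants in the same direction, in 1 mutant or in opposite directions, or in neither, the dashed line marks equal change, and Pearson's r was 0.920 over 8933 genes. Fold changes of genes without counts in yw are fitted values.

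Genes called in 1 mutant alone were not thereby different between mutants. Of 710 genes called higher in the L(3)mbt mutant alone, 280 (39.4%) differed in the direct test of the mutants, and 88.2% had a fold change of the same sign in the Lint-O mutant. Of 170 called higher in the Lint-O mutant alone, 68 (40.0%) differed directly. Among lower genes, 267 of 811 L(3)mbt-only calls and 68 of 251 Lint-O-only calls differed directly. Of the 1226 genes higher in both, 416 (33.9%) also differed in level between the mutants.

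The shared genes with the strongest change were selected by the rule given with the methods, which 1526 of 1759 shared calls met. The ranking used fitted fold changes. For CG7202 and Pxt, which had no count in yw, the lower bounds do not secure the rank. In the Lint-O mutant both bounds lie under the 51.5-fold rise of vas. CG7202 (FBgn0037086, chromosome 3L from 21491399 to 21492773) had no count in any yw library and 99.96 ± 3.81 and 86.97 ± 15.2 normalized counts in the L(3)mbt and Lint-O mutants (SD, n = 3), which is at least 33.3-fold and 29.0-fold higher. Pxt (FBgn0261987, chromosome 3R from 17719454 to 17722955) likewise had no count in yw and was at least 132-fold and 9.55-fold higher. CG7166 rose from 5.39 ± 1.59 to 714 ± 96.1 and 981 ± 123 normalized counts, with log2 fold changes of 7.11 (SE 0.38) and 7.57 (SE 0.38). BigH1 rose from 4.81 ± 2.89 to 1087 ± 122 and 568 ± 13.2, with log2 fold changes of 7.91 and 6.97 (SE 0.40 each). cona rose from 75.0 ± 9.65 to 13291 ± 114 and 7681 ± 310, with log2 fold changes of 7.45 and 6.66 (SE 0.11 each). The lowered genes were Cpr62Bc (log2 fold changes -3.27 and -1.67), CG6398 (-1.50 and -1.41), CG9521 (-1.38 and -1.84), mthl9 (-3.77 and -1.38) and lncRNA:CR45826 (-1.89 and -1.30). The largest DESeq2 Benjamini-Hochberg adjusted p among these 10 genes and both mutants was 3.92e-05, for Cpr62Bc in the Lint-O mutant.

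The germline piRNA pathway was the set the study followed from cultured ovarian cells to the brain. vas (FBgn0283442, chromosome 2L from 15061656 to 15074311, 24.64% of its exons shared with another gene) rose from 61.9 ± 15.3 normalized counts in yw to 6741 ± 626 and 3225 ± 48.7 in the L(3)mbt and Lint-O mutants, with log2 fold changes of 6.75 and 5.69 (SE 0.13 each). aub (FBgn0000146, chromosome 2L from 10997819 to 11001476) rose from 260 ± 17.4 to 2469 ± 161 and 2390 ± 175, with log2 fold changes of 3.24 and 3.19 (SE 0.09 each, DESeq2 Benjamini-Hochberg adjusted p = 8.34e-279 and 1.45e-268). tej rose by 4.60 and 3.27 log2 units, qin by 2.52 and 2.18, and Boot by 3.05 and 1.48. Kots was at or under 3 counts in each yw library and was at least 22.97-fold higher in the L(3)mbt mutant and at least 4.29-fold higher in the Lint-O mutant. AGO3 (FBgn0250816, chromosome 3L from 23554593 to 23689640) rose from 279 ± 124 to 853 ± 139 and 1169 ± 259, with log2 fold changes of 1.61 and 2.07 (SE 0.39 each), and its yw values spread from 5.74 CPM in replicate 3 to 15.7 CPM in replicate 2. Its call in the L(3)mbt mutant was lost under edgeR at a log2 fold change of 1.63. The other 6 genes were abundant in yw and moved little. piwi had 34368 ± 1592 normalized counts in yw and log2 fold changes of 0.16 and -0.02, the others lay between -0.27 (SoYb) and 0.38 (nxf2) in the L(3)mbt mutant and between -0.01 (krimp) and 0.28 (nxf2) in the Lint-O mutant.

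Over the 13 genes, the median log2 fold change was 1.61 in the L(3)mbt mutant and 1.48 in the Lint-O mutant (SD between replicates 0.23 in each). The 7 genes taken from cultured cells had medians of 3.24 and 3.19, or 3.24 and 2.18 with Kots at its bound, and the 6 genes named from these libraries had medians of 0.16 and 0.10. In the L(3)mbt mutant, 10 genes were called higher and SoYb lower over all genes tested, and 12 were called when adjusted over the list alone. In the Lint-O mutant, 9 were called higher in both ways. The study named the last 6 genes as raised in both mutants. Over all genes tested, 3 of these 6 were called higher and 1 lower in the L(3)mbt mutant. In the Lint-O mutant, 2 of the 6 were called higher. The calls thus did not show a rise of all 6 genes in both mutants. Not all of the small changes held. The call of piwi in the L(3)mbt mutant was lost under edgeR, TMM factors and the fit of 2 groups (log2 fold changes 0.13 to 0.16), and in 6 of the 9 fits that left out 1 library (0.12 to 0.17), which were those without replicate 1 or 2 of any group. The call of vret in the L(3)mbt mutant was lost without yw replicate 2 and without L(3)mbt mutant replicate 1 (0.19 each). In the Lint-O mutant it was lost under edgeR (0.18) and in 5 fits (0.17 to 0.19), those without yw replicate 1 or 2 or any Lint-O mutant replicate. SoYb was no longer called in the L(3)mbt mutant without yw replicate 2 (-0.23) or with total counts (-0.21). krimp was called there without yw replicate 3 (0.21) and with total counts (0.23), and spn-E with total counts (0.16). The set test gave p = 1.62e-06 and 6.07e-07 for the L(3)mbt and Lint-O mutants with camera at its preset correlation (Benjamini-Hochberg adjusted p = 2.43e-06 and 1.21e-06 over 6 tests). The estimated correlation gave p = 0.0270 and 0.0217 (adjusted p = 0.0406 for both), and fry gave adjusted p = 4.10e-07 and 1.22e-06. For the 7 genes from cultured cells, the adjusted p was 1.19e-07 and 3.07e-08 with camera, 0.0101 for both mutants with the estimated correlation, and 7.62e-08 and 1.51e-07 with fry. For the 6 genes named from these libraries, camera gave an adjusted p of 0.215 for both mutants, the estimated correlation 0.438 for both, and fry 0.00626 and 0.0155.

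**Figure D4:**
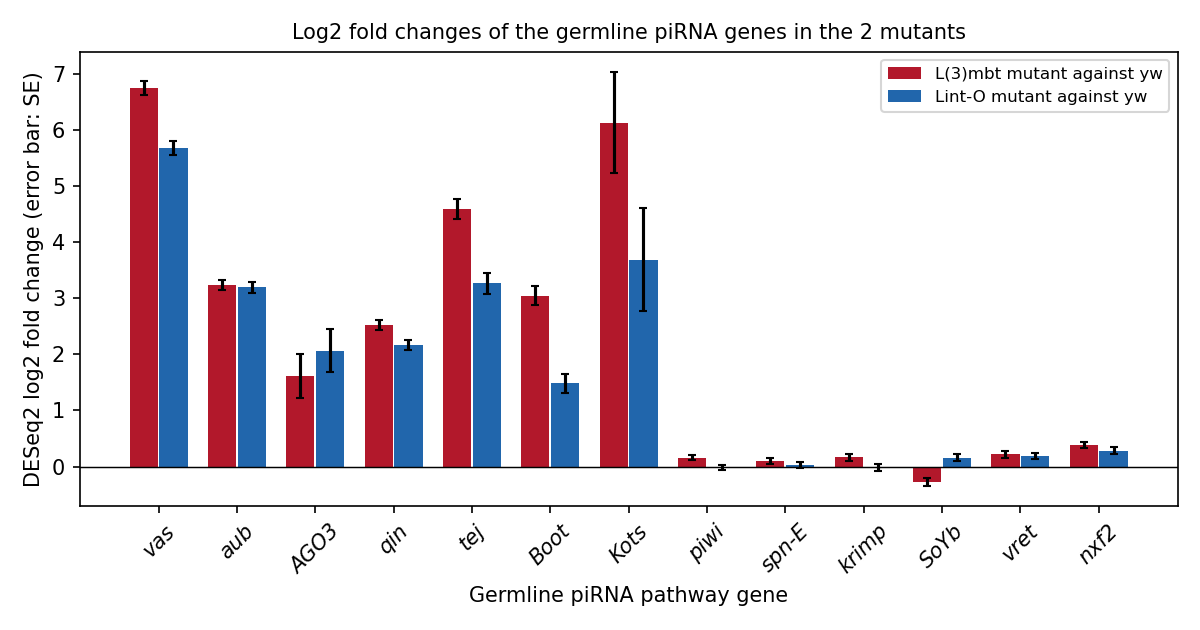
Bars show the DESeq2 log2 fold change against yw of the 13 germline piRNA genes in the L(3)mbt mutant (red) and the Lint-O mutant (blue), and error bars show the SE. The 7 genes to the left, taken from cultured ovarian cells, have medians of 3.24 and 3.19, and the 6 genes to the right have medians of 0.16 and 0.10. The bars of Kots are fitted values, since its yw libraries were at or under 3 counts.

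Of the 16 other listed genes, 7 were called in the L(3)mbt mutant and 6 in the Lint-O mutant, with the same numbers when adjusted over the list alone. nanos rose from 2.90 ± 4.12 normalized counts to 427 ± 80.05 and 156 ± 5.92 (log2 fold changes 6.93 and 5.47, SE 0.46 and 0.47), and 15.88% of its exons lie opposite another gene. Most of the nanos counts of yw were in replicate 3. Without that library the yw libraries were at or under 3 counts, and nanos was at least 127-fold and 46.4-fold higher in the L(3)mbt and Lint-O mutants. solo, which shares exons with vas, rose by 5.28 and 4.51 log2 units, and vig, which lies within vas on the opposite strand, fell by log2 fold changes of -0.84 and -0.45. mip120 was higher in the L(3)mbt mutant alone (0.36 and -0.06). The remaining calls were small: mip130 at 0.41 and 0.26, Lint-1 at 0.19 and 0.25, RpL9 at -0.19 in the L(3)mbt mutant and Diap1 at -0.20 in the Lint-O mutant. These 4 genes lost calls under other settings. Each lost 1 call in the fits of 2 groups, where the calls over the list and both mutants fell from 13 to 9. Lint-1 in the L(3)mbt mutant was also lost under edgeR, TMM factors, the replicate block and no Cook's cutoff or independent filtering. RpL9 in the L(3)mbt mutant and Diap1 in the Lint-O mutant were lost with total counts. Diap1 was also lost there with no Cook's cutoff or independent filtering. All 4 genes lost calls when 1 library was left out. In the L(3)mbt mutant, Lint-1 lost its call in 8 of the 9 fits (log2 fold changes 0.16 to 0.20), all but the one without yw replicate 3, and RpL9 in 4 (-0.19 to -0.14), those without yw replicate 1 or 3 or L(3)mbt mutant replicate 1 or 2. In the Lint-O mutant, Diap1 lost its call in 7 (-0.22 to -0.17), all but those without yw replicate 3 or L(3)mbt mutant replicate 3, mip130 in 5 (0.21 to 0.27), those without yw replicate 1 or 2, L(3)mbt mutant replicate 1 or Lint-O mutant replicate 2 or 3, and Lint-1 in 2 (0.22 each), without yw replicate 1 and without Lint-O mutant replicate 3. Without yw replicate 1, the calls over the list and both mutants fell from 13 to 8. Not called in either mutant were fs(1)Yb, zuc, ex, Nup154, CoRest and E2f2, though fs(1)Yb was called in the Lint-O mutant with total counts (0.20). armi and Myb could not be measured, since nearly all of their exons are shared with other genes.

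The mutants were also compared directly, to ask where their effects differ in size. Of 9097 genes tested, 839 were higher and 519 lower in the L(3)mbt mutant than in the Lint-O mutant, and 243 and 36 of these differed by at least 2-fold. Without L(3)mbt mutant replicate 1 the lower genes numbered 309, and without Lint-O mutant replicate 2 they numbered 313. Over 3064 genes called in the mean of both mutants, the effect was larger in the L(3)mbt mutant for 75.8%, with a median difference of 0.15 log2 units. The same difference computed for each of 9 pairs of single mutant libraries ran from 0.15 to 0.16. These pairs share libraries, and the genes were chosen on those libraries, so the range is not one of independent repeats. The genes with the largest excess in the L(3)mbt mutant were Pxt (log2 difference 3.78, SE 0.22), dao (FBgn0028862, chromosome 2L from 15248879 to 15254715, 3.54, SE 0.35) and alpha-Catr (FBgn0029105, chromosome 2R from 23957842 to 23961631, 3.28, SE 0.17). The lowest were mthl9 (-2.39, SE 0.10), Galt (FBgn0263200, chromosome 2L from 6666264 to 6668033, -1.97, SE 0.12) and mth (FBgn0023000, chromosome 3L from 343378 to 346957, -1.95, SE 0.10). The DESeq2 Benjamini-Hochberg adjusted p of these 6 genes was at most 6.52e-22, for dao.

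Replicates of a group also differed by genome region. The deviation of each library from the mean of its other 2 replicates was computed over genes with a mean of at least 50 normalized counts. In yw replicate 3, the 77 genes of chromosome 4 had a median deviation of -0.55 log2 units, with 89.6% of them below 0. The 132 genes next to the centromeres of the other chromosomes, in windows chosen after the data were seen, had a median of -0.27. The 7337 remaining genes had a median of 0.04. The chromosome 4 median was -0.28 in Lint-O mutant replicate 3 and 0.10 in L(3)mbt mutant replicate 3. Leaving out yw replicate 3 raised the chromosome 4 genes called in the L(3)mbt mutant from 28 to 47, and those called in the Lint-O mutant from 26 to 28. AGO3 lies in such a window (chromosome 3L beyond 23 Mb), and without yw replicate 3 its log2 fold changes were 1.29 and 1.74.

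**Figure D5:**
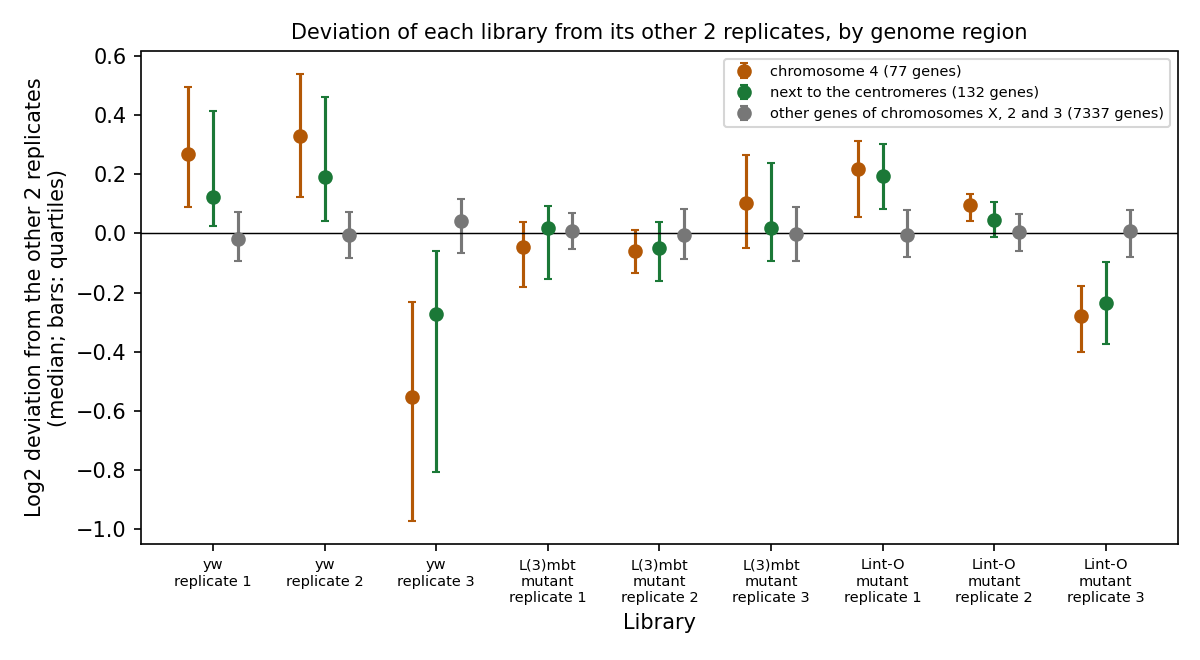
Points show, for each of the 9 libraries on the x axis, the median log2 deviation from the other 2 replicates of the same group, and bars show the quartiles over genes. Chromosome 4 (77 genes) and the genes next to the centromeres (132 genes) lie below 0 in yw replicate 3 and Lint-O mutant replicate 3, while the 7337 other genes stay between -0.02 and 0.04.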

Values the study reported

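For the larval brain libraries, the study reported 620 genes that were upregulated in both mutants. It gave 836 genes as dependent on L(3)mbt and independent of Lint-O, and 256 genes as dependent on Lint-O and independent of L(3)mbt.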

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

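The direct test of the mutants, the other scalings and edgeR were chosen before the data were examined. The genes followed here and the other tests in this part were chosen after the differences had been seen. Of the 39 genes with an adjusted p among the mutated genes, both gene lists and the 10 genes with the strongest shared change, 20 differed between the mutants in the direct DESeq2 test with Benjamini-Hochberg adjustment, which is what singled them out, and the largest adjusted p among them was 0.00513, for piwi. The L(3)mbt mutant had the higher level of 14 of them. The log2 difference, L(3)mbt mutant minus Lint-O mutant, was 1.06 for vas, 0.35 for qin, 1.33 for tej, 1.57 for Boot, 2.44 for Kots, 0.18 for piwi, 1.46 for nanos, 0.42 for mip120, 0.76 for solo, 3.78 for Pxt, 0.94 for BigH1, 0.79 for cona, 0.46 for CG9521 and 2.77 for Lint-O, the gene mutated in the other group. The Lint-O mutant had the higher level of 6 genes, with differences of -0.43 for SoYb, -0.39 for vig, -0.46 for CG7166, -1.60 for Cpr62Bc, -2.39 for mthl9 and -1.23 for l(3)mbt, again the gene mutated in the other group. Among the genes raised in both mutants the rise was mostly the larger one in the L(3)mbt mutant, with CG7166 as an exception. aub, at a difference of 0.05, and AGO3, at -0.45 with a wide spread, did not differ. The genes that the report names only for their difference between the mutants were left out here, having been chosen for it. Of the marker genes, 5 also differed (log2 differences -0.69 for wor, 0.47 for insc, -0.28 for moody, 0.72 for Fas3 and -0.50 for msl-2, largest adjusted p = 0.00561), and the tests below did not include them.

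Several technical explanations were weighed for the 20 genes. Under TMM factors and under total counts, 19 stayed past the threshold in the same direction, and the exception was piwi under TMM factors, which was also lost under edgeR. After thinning every library to the lowest total, all 20 stayed past it, so a difference in depth does not account for them. The share of counts taken by the 10 most abundant genes differed between the mutants by -0.0983 percentage points, too little to shift other genes by the smallest difference seen, 0.18 log2 units. For 16 of the genes the exons overlap other genes by under 10%, which argues against reads of neighbouring genes. For the other 4 genes (vas, Boot, nanos and solo) the overlap is 10% or more, but reads in shared exons were not counted: of the 76 genes covered over more than 99% that overlap a well counted gene, 100% had no count in any library. Reads of a partner from outside its annotated exons, such as unspliced RNA, were not tested. Base composition was not tested, and the labels name no batch. A stronger effect of the L(3)mbt mutation than of the Lint-O mutation is the difference that the design names. It needs a larger change against yw in the L(3)mbt mutant in the same direction, which 13 of the 20 genes show, and it remains a candidate explanation for these, as a hypothesis found and examined on the same libraries. A difference in how much of each gene product was lost stays open beside it. For piwi, mip120 and SoYb it stays open. They were called in the L(3)mbt mutant and not in the Lint-O mutant, where the log2 fold changes were -0.02, -0.06 and 0.16 (adjusted p = 0.876, 0.558 and 0.0672), so their opposite sign there is not established. CG7166 and CG9521 changed more in the Lint-O mutant, and l(3)mbt and Lint-O are the mutated genes themselves, so it does not extend to these.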

How the results depend on the processing

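The direction of every group-level result was kept under all alternatives run, and what moved was their size. A minimum absolute log2 fold change of 1 moved the counts most, by its own construction: 1082 higher and 74 lower genes in the L(3)mbt mutant, 769 and 25 in the Lint-O mutant, 243 and 36 between the mutants, and 730 higher and 17 lower in both. An adjusted p under 0.05 moved 3 counts by over 1.5 times, to 1221 lower genes in the Lint-O mutant, 848 lower in the L(3)mbt than in the Lint-O mutant and 833 lower in both. With total counts as size factors, 473 genes were lower in the Lint-O mutant and 309 lower in both, and the share of higher calls became 71.2% in the L(3)mbt mutant and 77.9% in the Lint-O mutant, against 59.0% and 64.0%. With TMM factors these shares were 52.5% and 61.05%. The median fold change of all genes moved by under 0.1 log2 units under each scaling. Split and count of lowered genes therefore depend on the scaling. The lowered genes had small changes, with a median absolute log2 fold change of 0.34 in the L(3)mbt mutant and 0.30 in the Lint-O mutant. Whether this is the reason was not tested.

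The difference in size between the effects of the mutants (0.15 log2 units) was 0.159 with total counts, 0.143 with edgeR, 0.140 with TMM factors and 0.152 with neither Cook's cutoff nor independent filtering. These shifts were larger than its SD of 0.00404 between pairs of single libraries. The pairs share libraries, so that SD is not a spread of independent replicates. Pearson's r rose to 0.937 over genes with a mean of at least 100 counts. The medians of the piRNA list were 3.24 and 3.19 with the 7 genes from cultured cells alone. In those settings the cause was not tested beyond the change of genes or scaling itself. The remaining 119 values of group-level results stayed within their limits.

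Leaving out 1 library at a time gave 9 fits, each with fewer samples. The genes lower in the Lint-O mutant ran from 500 (without Lint-O mutant replicate 2) to 853, and those lower in the L(3)mbt than in the Lint-O mutant from 309 (without L(3)mbt mutant replicate 1) to 657. The genes higher in both ran from 1050 to 1167, and those lower in both from 359 to 481. The calls among the other listed genes ran from 8 (without yw replicate 1) to 12, against 13. The size difference ran from 0.145 to 0.167, Pearson's r from 0.912 to 0.927, and the piRNA median in the L(3)mbt mutant from 1.29 (without yw replicate 3) to 1.87 (without yw replicate 2).

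Reversals were limited to genes with changes near 0 that were not called in that comparison by the main test. Nup154 in the L(3)mbt mutant was at -0.00731 with edgeR and -0.0112 with TMM factors. With total counts, piwi (0.0363) and krimp (0.0422) in the Lint-O mutant, fs(1)Yb (0.0306) and CoRest (0.0543) in the L(3)mbt mutant and CoRest (0.0221) in the Lint-O mutant changed sign. Over the fits that left out 1 library, krimp ran from -0.0692 to 0.0303 and piwi from -0.0521 to 0.0114 in the Lint-O mutant, CoRest from -0.0276 to 0.0176 in the L(3)mbt mutant, and Nup154 from -0.0368 to 0.0816 in the L(3)mbt and from -0.00603 to 0.0731 in the Lint-O mutant. Apart from these, 17 values of single genes lost and 3 gained a call under other settings, while 627 stayed on their side. Leaving out libraries cost 40 calls and added 1.

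Over all 3 groups together, the replicate numbers did not pair the libraries. Deviations from the group means of libraries with the same number had a mean correlation of -0.00106 across genes (-0.167 to 0.116, 9 pairs), against 0.00047 for 18 pairs with other numbers. That mean hides a split by group. Same-number pairs of yw and the Lint-O mutant were all positive (0.047 to 0.116), and those of yw and the L(3)mbt mutant all negative (-0.167 to -0.037). A weak pairing of yw with the Lint-O mutant alone is therefore not excluded. With the replicate block, 1844 genes were higher and 1299 lower in the L(3)mbt mutant, 1323 and 775 in the Lint-O mutant, 745 and 512 between the mutants, and 1170 and 513 in both. Among the single genes, the block removed 1 call, that of Lint-1 in the L(3)mbt mutant (0.19).

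Other splits of the same libraries were also counted. In each of the 3 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and likewise 1 of the 10 splits of the mutant libraries gave as large a size difference. With 10 splits the share cannot go below 0.1. The next highest split had 87 calls between the L(3)mbt mutant and yw, and at most 1 in each of the other comparisons. Of 100 drawn splits of all 9 libraries into 3 groups, only the real one gave 1226 genes higher in both and 533 lower in both. The next gave 1167 and 407. Besides the real one, 4 splits gave over 100 genes higher in both, and the 3 highest of them, at 1143 to 1167 genes, kept the yw libraries together and only mixed the mutants. That count therefore tests the difference between yw and both mutants together.

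Depth limits the low end. With 18.7 counts per CPM in the smallest library, genes under 0.161 CPM cannot be told from 0 there. The fold changes of genes near that limit in yw, such as CG7202, Pxt and Kots, are lower bounds.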

Other observations

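The tests in this part were chosen after the patterns had been seen. The first pattern concerns the tissue. All libraries carry abundant transcripts of ovarian somatic genes, and many neural genes are near 0, although the labels name larval brain. Loss of neural reads to overlapping genes is argued against by 7 of the 9 neural genes under 1 CPM having under 10% overlap. Larval brain alone is argued against by the neuron list, which was set up before the data were examined and had a median of 0.519 CPM over its 7 genes. Ovarian tissue mixed into brain samples would bring its germline, but vas, nanos and osk reached at most 2.98 CPM in yw, where tj had at least 403. Of these, osk says little, since 78.46% of its exons are shared with other genes on its strand. Whole adult ovaries would bring the yolk protein genes, but Yp1 and Yp2 reached at most 0.268 CPM. Cultured ovarian somatic cells need the somatic piRNA factors outside the marker lists as well, and the lowest CPM among piwi, zuc, vret and SoYb in any library was 15.6. The counts are thus consistent with cultured ovarian somatic cells, which the study also used. Against 9 neural genes under 1 CPM stand 6 of the 19 over 10 CPM in all libraries, such as elav at 48.0 to 74.1 CPM, so such cells alone and such cells mixed with some brain cannot be told apart without the levels of these genes in brain and in the cells, which are not at hand here. Mutated genes that were reduced and not absent cannot separate mutants from knockdown. The study described its Lint-O mutation as a single-nucleotide deletion with attenuated expression in ovaries, and its L(3)mbt allele as temperature-sensitive. The study's control for RNA-seq of the cultured cells was a GFP siRNA. That control and the name EGFP on the columns of the yw group leave open that a table of gene knockdown in such cells stands in this place. This is a hypothesis. The calls between the groups do not depend on it as counts. The tissue they describe does, and so does the reading of the groups as mutants and not as knockdowns. The stronger effect ascribed to the L(3)mbt mutation and the comparison with the study's values for brain depend on it as well. So does the meaning of the set test. In such a table the 7 piRNA genes taken from cultured cells would not be independent of the libraries either.

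For the values quoted from the study above, the corresponding counts were taken from the main test. The protein-coding genes higher in both mutants numbered 1175 here, out of 1226 genes of all kinds. That is higher than the value quoted from the study above. With a minimum fold change of 2 in each mutant, 730 genes of all kinds were higher in both, within 1.5 times of the quoted value. With that minimum, 1082 genes were higher in the L(3)mbt mutant and 769 in the Lint-O mutant. That leaves fewer genes for either mutant alone than the quoted values, so the minimum does not bring all counts closer. The counts for 1 mutant alone given next have no such minimum. Without a minimum fold change, 170 genes of all kinds were higher in the Lint-O mutant alone here. That is lower than the value quoted from the study above. The genes of all kinds higher in the L(3)mbt mutant alone, also without that minimum, numbered 710 here, within 1.5 times of the quoted value. Among protein-coding genes tested in both comparisons, 161 were higher in the Lint-O mutant alone and 684 in the L(3)mbt mutant alone.

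The next pattern is the low level of chromosome 4 genes in yw replicate 3, with a median deviation of -0.55 log2 units from the other yw replicates. A difference in depth would fade in genes with many counts, but the 46 genes with a mean of at least 1000 normalized counts had a median of -0.48. Expression level and length are argued against by random lists. Among 10000 lists matched on mean expression the lowest median was -0.0518, and among 10000 matched on exonic length it was -0.0835. A batch of all libraries numbered 3 would shift them alike, but L(3)mbt mutant replicate 3 had a median of 0.10. Fewer copies of chromosome 4 would leave the other chromosomes alone, but the genes next to their centromeres had a median of -0.27 in the same library. What chromosome 4 and the regions next to the centromeres have in common is heterochromatin, and a difference between libraries in the expression of heterochromatic genes is a candidate explanation that was not tested further. yw replicate 3 was also the library in which AGO3 (5.74 CPM) and flam (13.7 CPM) were lowest within yw, and AGO3 lies in such a region; these genes were picked after their values were seen. Lint-O mutant replicate 3 showed a smaller shift of the same sign.

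Genes raised in both mutants tended to lie beside one another. Among 10399 genes in genome order, 214 neighbouring pairs were both raised where 144 were expected from 10000 permutations of the calls (permutation p = 1e-04, the smallest they can give, Benjamini-Hochberg adjusted p = 0.000467 over 14 tests). Raised neighbours at least 1 kb apart numbered 50 against 42.1 expected and did not pass the correction (permutation adjusted p = 0.189). Reads shared between overlapping genes would act on overlapping pairs, but the pairs that do not overlap and lie under 1 kb apart numbered 1.90 times the expected count (135 against 70.98), and the overlapping pairs 0.929 times. By orientation, the close pairs reached 2.31 times for genes on the same strand, 1.74 times for divergent genes and 1.30 times for convergent genes, of which the last did not pass the correction (adjusted p = 0.199). When the calls were permuted among genes of like expression and spacing, the close raised pairs still numbered 1.42 times the expected count (permutation p = 0.001, the smallest that 1000 permutations can give), so part of the excess but not all of it goes with expression and spacing. Tandem copies of related genes and transcription running on into the next gene were not tested, and both could place raised genes side by side on the same strand.

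Genes lowered in both mutants also tended to lie beside one another, with 42 neighbouring pairs against 27.0 expected (1.55 times, against 1.48 times for raised genes). Their close pairs without overlap numbered 1.66 times the expected count (22 against 13.3, permutation adjusted p = 0.0245), which overlapping reads could not produce. The overlapping pairs numbered 2.21 times the expected count (13 against 5.88, adjusted p = 0.0144), and reads in shared exons were not counted for either gene. Lowered neighbours at least 1 kb apart showed no excess (7 against 7.88 expected). By orientation, the close pairs reached 2.76 times for divergent genes (13 against 4.71, adjusted p = 0.00252), 1.10 times for convergent genes and 1.03 times for genes on the same strand (adjusted p = 0.621 for both). With expression and spacing matched the ratio over all close pairs was 1.24 (permutation p = 0.180), so a true neighbourhood effect and an effect of expression and spacing cannot be told apart with so few pairs.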
